# SPINDLY, ERECTA, and Its Ligand STOMAGEN Have a Role in Redox-Mediated Cortex Proliferation in the *Arabidopsis* Root

**DOI:** 10.1093/mp/ssu106

**Published:** 2014-09-29

**Authors:** Hongchang Cui, Danyu Kong, Pengcheng Wei, Yueling Hao, Keiko U. Torii, Jin Suk Lee, Jie Li

**Keywords:** SPY, ERECTA, STOMAGEN, redox homeostasis, ROS signaling, abiotic stress, cortex proliferation, *Arabidopsis thaliana*.

## Abstract

Reactive oxygen species (ROS) are harmful to all living organisms and therefore they must be removed to ensure normal growth and development. ROS are also signaling molecules, but so far little is known about the mechanisms of ROS perception and developmental response in plants. We here report that hydrogen peroxide induces cortex proliferation in the *Arabidopsis* root and that SPINDLY (SPY), an O-linked glucosamine acetyltransferase, regulates cortex proliferation by maintaining cellular redox homeostasis. We also found that mutation in the leucine-rich receptor kinase ERECTA and its putative peptide ligand STOMAGEN block the effect of hydrogen peroxide on root cortex proliferation. However, ERECTA and STOMAGEN are expressed in the vascular tissue, whereas extra cortex cells are produced from the endodermis, suggesting the involvement of intercellular signaling. *SPY* appears to act downstream of *ERECTA*, because the *spy* mutation still caused cortex proliferation in the *erecta* mutant background. We therefore have not only gained insight into the mechanism by which SPY regulates root development but also uncovered a novel pathway for ROS signaling in plants. The importance of redox-mediated cortex proliferation as a protective mechanism against oxidative stress is also discussed.

## SUMMARY

Reactive oxygen species (ROS) are signaling molecules, but how they are perceived in plants remains unclear. This study showed that cortex proliferation in the *Arabidopsis* root can be induced by hydrogen peroxide and that the receptor kinase ERECTA and one of its ligands, STOMAGEN, are involved in a signaling pathway that couples ROS sensing with redox-mediated cortex proliferation. This study also revealed a new role for SPINDLY (SPY), a putative O-GlcNAc transferase, in cellular redox homeostasis.

## INTRODUCTION

Reactive oxygen species (ROS), such as singlet oxygen (^1^O_2_), superoxide anion (O^·^_2_^–^), hydroxyl radical (HO^·^), and hydrogen peroxide (H_2_O_2_), are produced in all aerobic organisms as by-products of the metabolic processes in mitochondria and peroxisomes (Blokhina and Fagerstedt, 2010). In plants, the chloroplast is another major site of ROS production (Mullineaux and Baker, 2010). H_2_O_2_ can also be generated at the cell surface directly through the activity of plasma-membrane-bound NADPH oxidases (Sagi and Fluhr, 2006). Although accumulation of ROS is insignificant under optimal growth conditions, their production is increased under various stresses, biotic and abiotic, and cellular ROS level can build up to high levels (Miller et al., 2009).

ROS are highly reactive—they can oxidize nearly all major biologically active molecules, including lipid, protein, and nucleic acids, causing damage to the cellular membrane system, inactivation of enzymes and cellular structures, and mutation in DNA. At high concentrations, ROS become lethal. To avoid these deleterious effects, cells must be able to control the cellular level of ROS tightly. In both plants and animals, a complex antioxidant system has evolved for detoxification of ROS (Wormuth et al., 2007). The first layer of this defense is formed by small reducing compounds, such as ascorbic acids and glutaredoxin. The second comprises enzymes that either convert ROS to water or are responsible for regeneration of the small antioxidant molecules. Examples of the first group of enzymes include superoxide dismutase, peroxidase, and catalase, whereas ascorbate reductase and glutathione reductase belong to the latter group. A third level of defense is the induction of transcriptional regulators that coordinate the relocation of resources from the developmental program to stress responses and survival. When ROS production exceeds the capacity of the antioxidant system or when the ROS detoxifying system is compromised, ROS accumulates and this could cause cell damage or even death.

To maintain redox homeostasis requires close monitoring of cellular ROS. In bacteria, cellular redox status is monitored and regulated by proteins whose activity depends on oxidation state (Green and Paget, 2004). This ancient redox-sensing system probably remains functional in the chloroplasts and mitochondria, which are derived from bacteria through endosymbiosis (Foyer and Noctor, 2003). Mounting evidence indicates that ROS is also part of the retrograde signals from mitochondria or chloroplasts that activate nuclear gene expression in response to various stresses. H_2_O_2_, however, is the only form that can act as a signaling molecule in the communication between cells or cellular compartments, because it is the most stable type of ROS and can move across the membrane system, a prerequisite for inter-organelle or intercellular signaling. In animals and plants, communication between cells or subcellular compartments involves a complex system. Nuclear proteins with a role in ROS response have been identified whose activity is also regulated by oxidation and reduction (Tron et al., 2002; Mukherjee and Burglin, 2006; Comelli and Gonzalez, 2007), but a MAP kinase cascade is involved as well (Grant et al., 2000).

H_2_O_2_ not only acts as a primary ROS signal but is also produced as a second messenger in many important biological processes. During incompatible host–pathogen interaction, ROS formed during the initial stage of infection activate membrane-bound NADPH oxidases RBOH D and F, resulting in a burst of H_2_O_2_ (Torres et al., 2002). The second wave of ROS formation is the one responsible for the hypersensitivity response, whereby local programmed cell death is induced to prevent pathogen spreading (Torres et al., 2006). In addition to their role in disease resistance, ROS are involved in many developmental processes, such as root-hair formation (Foreman et al., 2003), xylem differentiation (Ros Barcelo, 2005), and Casparian strip formation (Lee et al., 2013). ROS maximum occurs at the root apical meristem as well (De Tullio et al., 2010), but it appears to inhibit, rather than promote, root meristematic activity (Tsukagoshi et al., 2010). An accumulating body of evidence suggests that maintaining a proper redox status is important for normal plant growth and development. When the *ROOT MERISTEMLESS 1* gene is mutated, glutathione synthesis is disrupted, halting root growth soon after embryogenesis (Vernoux et al., 2000; Reichheld et al., 2007). Redox homeostasis is also essential for anther development (Xing and Zachgo, 2008; Hu et al., 2011), petal patterning (Hepworth et al., 2005), and plant growth (Pasternak et al., 2008).

How H_2_O_2_ is perceived in plants is still unclear, although a number of factors are known to play important roles in ROS signal transduction. One of the early responsive proteins is OXIDATIVE STRESS INDUCIBLE 1 (OXI1) (Rentel et al., 2004), which relays the ROS signal by phosphorylating MAPK3, MAPK4, and MAPK6 (Moon et al., 2003). These kinases in turn activate genes that are involved in ROS response (Moon et al., 2003). Some evidence indicates that MEKK1 also acts upstream of MAPK3 and MAPK6 in ROS signaling (Nakagami et al., 2006). In addition, a number of proteins have been reported to play a role in orchestrating plant development with ROS homeostasis or response, such as RCD1 and UBP1 in root apical meristem (Teotia and Lamb, 2010; Tsukagoshi et al., 2010), PERIANTHIA (PAN) in flowering patterning (Hepworth et al., 2005), OsMADS3 in stamen development (Hu et al., 2011), and ROXY1 and ROXY2 in anther development (Xing and Zachgo, 2008).

SPINDLY (SPY) is an O-linked N-acetyl glucosamine (GlcNAc) transferase (Olszewski et al., 2010). The *spy* mutant was initially identified from a screen for mutations that relieve the germination-inhibitory effect of paclobutrazol, a GA biosynthesis inhibitor (Jacobsen and Olszewski, 1993). Because most of the *spy* mutant phenotypes can be reproduced by exogenous application of GA and because GA biosynthesis per se is not affected in the *spy* mutant, SPY was thought to be a repressor of GA signaling (Jacobsen et al., 1996). The *spy* mutant, however, has pleiotropic defects such as altered phylotaxy, male sterility, early flowering, and a spindly shoot (hence its name) (Jacobsen and Olszewski, 1993), but not all these developmental defects can be phenocopied by exogenous GA application (Swain et al., 2001). Some features of the *spy* phenotype, such as smaller leaves, are even the opposite of what is expected when plants experience an elevated level of GA signaling. These observations have led to the finding that SPY is also involved in cytokinin signaling (Greenboim-Wainberg et al., 2005), BR signaling (Shimada et al., 2006), light signaling, and circadian rhythms (Tseng et al., 2004). A recent study showed that SPY also regulates drought tolerance, and this role does not appear to involve GA signaling (Qin et al., 2011).

The *spy* mutation also causes developmental defects in the root—on hard medium the root becomes less wavy (Swain et al., 2002), and root growth is less sensitive to cytokinin inhibition (Greenboim-Wainberg et al., 2005). Recently, we found that SPY also plays a role in root cortex proliferation (Cui and Benfey, 2009b). In wild-type primary root, middle cortex is not produced until at least 7 d after germination (Supplemental Figure 1), whereas, in *spy-3* root, middle-cortex formation occurs as early as 3 d after germination (Cui and Benfey, 2009b). The physiological significance of cortex proliferation and how SPY regulates middle-cortex formation are still unclear. Through transcriptome analysis, we found that SPY plays a role cellular redox homeostasis and that this role is critical for its function in regulating cortex proliferation. Unexpectedly, we also found that the leucine-rich receptor kinase ERECTA and its putative ligand STOMAGEN are required for redox-mediated cortex proliferation.

## RESULTS

### Genome-Wide Identification of Genes Affected in the *spy* Mutant Root

To elucidate the mechanism by which SPY regulates root development, we first identified the genes affected by the *spy* mutation in the *Arabidopsis* root by transcriptomic analysis. One-week-old wild-type (Columbia, Col) and *spy-3* seedlings were compared using the Affymetrix ATH1 whole-genome microarray. 

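SPY itself, the gene mutated in spy-3, had an array signal of 267.4 ± 21.8 (SD, n = 3) in wild type and 285.3 ± 36.8 (SD, n = 3) in spy-3, with a log2 fold change of 0.09 (standard error 0.11, adjusted p = 0.728 from limma). This level does not test the genotype labels, because an allele can leave its transcript in place. RNA was taken from whole roots of 1-week-old seedlings, with 3 arrays for wild type (Col) and 3 for spy-3, described by the methods as biological replicates. The ATH1 array measures each transcript with a probe set, a group of short oligonucleotides whose brightness is combined into 1 signal. The deposited values are linear signals made by the authors with MAS5, and each array had been scaled to 1 common mean: without the lowest and highest 2% of probe sets, the means of all 6 arrays lay within 1 unit of each other. The median signal was 85.4 to 87.2, and 4.48% to 6.21% of the probe sets of an array had a signal under 1. Arrays of the same genotype correlated across probe sets with a Pearson coefficient of 0.958 to 0.966 on the log2 scale, and arrays of different genotypes with 0.952 to 0.963. Signals under 1 were set to 1 and converted to log2 without further normalization, and the genotypes were compared with limma, with Benjamini-Hochberg adjustment over all 22746 probe sets. A gene name was available for 13513 probe sets, or 59.4%, each annotated to 1 gene. The 503 probe sets with several genes and the 8730 probe sets without a listed gene entered the test but are not named. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so single genes rest on the variance that limma estimates across all probe sets.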

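The transcript with the largest decrease in spy-3 among the genes named by a fixed rule, which leaves out probe sets under the median signal, was AT1G33055, whose signal was 495.2 ± 38.2 (SD, n = 3) in wild type and 55.9 ± 2.5 (SD, n = 3) in spy-3, or 8.85-fold lower (adjusted p = 6.59e-05 from limma). AT5G35940 was 4.20-fold lower, AT1G22885 was 4.15-fold lower, AT2G43550 was 3.84-fold lower and AT3G10020 was 2.81-fold lower. The largest increase among the genes of that rule was that of AT2G37870, from 302.9 ± 8.4 (SD, n = 3) to 984.3 ± 19.3 (SD, n = 3), or 3.25-fold (adjusted p = 6.59e-05 from limma). Among the same genes it was followed by the glutaredoxin gene GRX480, AT4G16447, AT4G38410 and AT1G67760, which were 2.84-fold, 2.64-fold, 2.63-fold and 2.59-fold higher. XTH33, which belongs to a family of cell wall-modifying enzymes, was 2.21-fold higher, and ORA47, an AP2/ERF transcription factor, was 2.03-fold higher. LPR1, a multicopper oxidase, was 2.21-fold higher (adjusted p = 0.00927 from limma). This difference did not pass without spy-3 replicate 3 (adjusted p = 0.0563 from limma). Nor did it pass by a one-way analysis of variance of each probe set, the kind of test that the methods name. The methods cite an earlier study for its form, so the authors' own test may differ from the one run here. At a fold change of 1.5 and an adjusted p of 0.01, 182 probe sets were lower and 99 were higher in spy-3. Of these, 82 and 53 are annotated to 1 gene, corresponding to 81 lower and 53 higher genes. Of all probe sets, 24.2% had 3 values of 1 genotype above all 3 of the other, which a random split gives in 10% of cases. At an adjusted p of 0.05 without a fold threshold, 712 probe sets were lower and 600 were higher. The counts at the stricter threshold depended on single arrays: 41, 28 and 60 probe sets were lower without wild type replicate 1, 2 or 3, and 97, 50 and 41 without spy-3 replicate 1, 2 or 3, while 20, 20, 37, 43, 17 and 17 were higher. At an adjusted p of 0.05 the same 6 omissions left 338, 312, 456, 496, 410 and 400 lower and 242, 203, 377, 373, 270 and 255 higher. They also depended on the variance model, with 18 lower and 9 higher in limma without a mean-variance trend and 16 and 7 by that analysis of variance after the same adjustment.

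**Figure D1:**
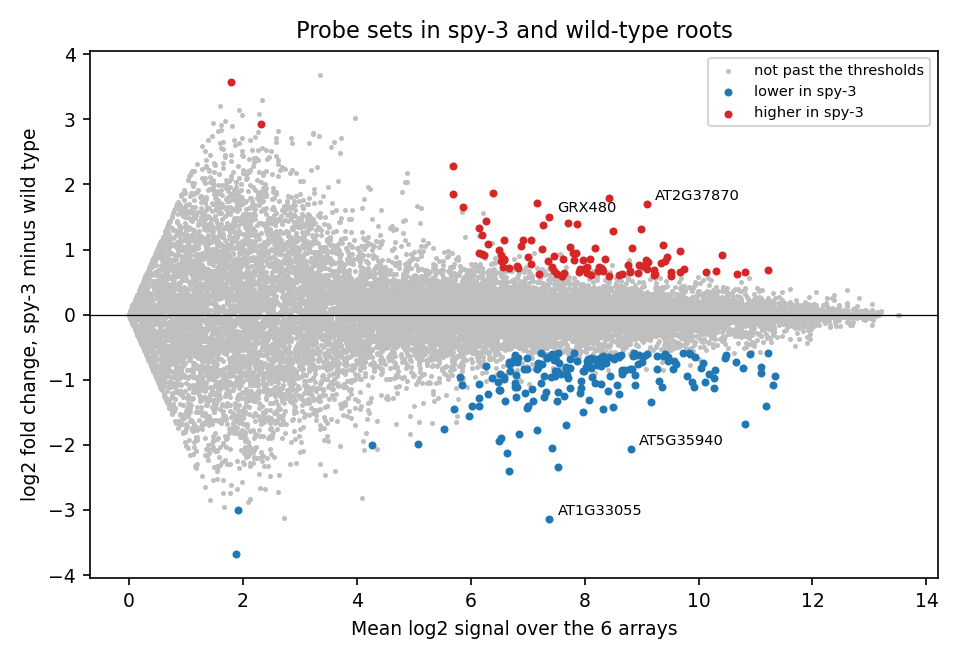
Each point is 1 of 22746 probe sets, with its mean log2 signal over the 6 arrays on the horizontal axis and its log2 fold change, spy-3 minus wild type, on the vertical axis. The 182 lower probe sets past the thresholds are blue and the 99 higher ones red, and AT1G33055 lies lowest among the labelled genes, at a log2 fold change of -3.15.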

With a threshold of 1.5-fold change and a false discovery rate of 0.01, we identified 106 genes as down-regulated (with a lower level of transcripts) and 26 genes as up-regulated (with a higher level of transcripts) in *spy-3* (Supplemental Table 1). To reveal the biological processes in which SPY is involved, we then conducted Gene Ontology (GO) analysis with the genes affected by the *spy* mutation. 

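None of the 4 measured genes of gibberellin synthesis and signaling passed an adjusted p of 0.05 in limma, of 34 listed. The gibberellin receptor gene GID1A had a signal of 185.5 ± 3.0 (SD, n = 3) in wild type and 155.6 ± 5.8 (SD, n = 3) in spy-3 (log2 fold change -0.25, adjusted p = 0.053 from limma). Its paralogs GID1B and GID1C had log2 fold changes of -0.10 and -0.29 (adjusted p = 0.599 and 0.339), and the F-box gene SLY1, which acts in DELLA degradation, had one of -0.15 (adjusted p = 0.636). When adjusted over the list alone, or at an unadjusted p of 0.05, 1 of the 4 was lower, and at an unadjusted p the analysis of variance called 2 lower. Neither of the 2 measured genes of the cytokinin list, the response regulators ARR15 and RR16, was called (adjusted p = 0.583 and 0.456 from limma), also when adjusted over the list alone or at an unadjusted p by either test. Both were dim, with signals in wild type of 10.0 ± 7.2 (SD, n = 3) for ARR15 and 20.4 ± 3.9 (SD, n = 3) for RR16. The other 30 listed gibberellin genes and 21 listed cytokinin genes are not analysed here, because no probe set was annotated to them alone.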

Surprisingly, this analysis showed that a large fraction of genes have no known functions (Supplemental Figure 2), suggesting that SPY is involved in processes other than GA and cytokinin signaling.

### SPY Has a Role in Cellular Redox Homeostasis

Among the genes whose expression level is altered by the *spy* mutation, many genes are associated with stress response. 

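Genes induced by stress moved in both directions. Of 28 listed early stress-induced regulators only 3 were measured, and all 3 rose in spy-3. The zinc-finger gene STZ rose from 1006.5 ± 22.4 (SD, n = 3) to 1608.1 ± 90.4 (SD, n = 3), a log2 fold change of 0.67 (standard error 0.05, adjusted p = 0.00125 from limma). The transcription factor genes WRKY53 and WRKY6 rose by log2 fold changes of 0.77 and 0.55 (adjusted p = 0.00382 and 0.0056 from limma). Of 23 listed low-oxygen genes only 6 were measured. Of these, 3 fell and none rose, with a median log2 fold change of -0.79. AT3G10040 fell from 66.8 ± 4.3 (SD, n = 3) to 16.9 ± 1.7 (SD, n = 3; adjusted p = 0.00277 from limma), AT3G27220 had a log2 fold change of -0.98 (adjusted p = 0.0238) and AT4G10270 one of -1.70 (adjusted p = 0.0372). PDC2, which encodes pyruvate decarboxylase, had one of -0.45 (adjusted p = 0.372). When adjusted over the list alone, the count was also 3. As a set the list was lower (camera with a preset correlation, adjusted p = 0.000262), but not with an estimated correlation (adjusted p = 0.0713). The estimate was -0.046, below the preset 0.01, so correlation among these genes does not account for the weaker result. The number of lower genes was 1 without wild type replicate 1, 2 or 3 or without spy-3 replicate 2, and by the analysis of variance, and 2 without spy-3 replicate 1 or 3. RCA, the Rubisco activase gene that serves as a marker of green tissue, fell by 0.57 on the log2 scale (adjusted p = 0.0027), while the other 2 measured genes of that list, SBPASE and PRK, had signals in wild type of 23.4 ± 10.3 (SD, n = 3) and 6.6 ± 1.9 (SD, n = 3) and were not called.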

Using the AmiGO program, which is a GO term-enrichment tool (http://amigo.geneontology.org/cgi-bin/amigo/go.cgi), we further found that genes involved in redox homeostasis were significantly over-represented (*p* < 10^–5^; Supplemental Figure 3), which suggests that SPY may have a role in regulating the cellular redox status. 

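Of 80 measured genes in 4 redox lists, comprising class III peroxidases, scavengers of reactive oxygen species, respiratory burst oxidase homologs and CC-type glutaredoxins, 10 were lower in spy-3 at an adjusted p of 0.05 from limma. This is 12.5% of the lists, against 2.4% of all 13355 named genes (odds ratio 5.84, two-sided Fisher's exact test, p = 2.43e-05, or 7.29e-05 when adjusted over 3 overlap tests). The count was 5 without wild type replicate 2 (exact p = 0.00176) and 6 without spy-3 replicate 3 (exact p = 0.000791). Another 5 were higher (odds ratio 2.82, two-sided Fisher's exact test, p = 0.0391), an overlap that depended on the processing. When adjusted over the 3 overlap tests, an adjustment chosen after the result was seen, its exact p was 0.0587 and did not pass. The third of these tests was that of a jasmonate list with 5 measured genes, of which 0 were higher. Without the adjustment the exact p of 0.0391 passed. After the same adjustment the overlap with higher genes passed with median centring, an offset of 16 or 64, the dimmest 40% of probe sets left out, robust variances, the analysis of variance, or without wild type replicate 2 or 3 (exact p from 0.00139 to 0.0425). It did not pass under the other alternatives (exact p from 0.0573 to 0.147). Unadjusted, it did not pass without spy-3 replicate 1 (exact p = 0.0982) or replicate 2 (exact p = 0.0535). The lower genes are 9 class III peroxidases, secreted enzymes that use hydrogen peroxide, and the oxidase homolog AT4G25090. Root hair markers, of which 5 of 38 listed were measured, were lower on the same arrays. Of the 5, 3 were called, with a median log2 fold change of -0.44 (camera, adjusted p = 6.93e-05, but 0.0797 with an estimated correlation). Because 4 of the 10 are among the genes that the study picked from these arrays for RT-PCR, the overlap was also counted without those genes, a comparison chosen after the data were seen, and 6 of 76 genes were then lower (odds ratio 3.46, two-sided Fisher's exact test, p = 0.0107). That overlap did not pass without wild type replicate 1 (3 genes, exact p = 0.0639), wild type replicate 2 (1 gene, exact p = 0.565) or spy-3 replicate 3 (2 genes, exact p = 0.28). Nor did it pass in limma without the trend (exact p = 0.261) or by the analysis of variance (exact p = 0.256). The 6 genes were 1.23-fold to 1.46-fold lower. At the paper's fold change of 1.5 and adjusted p of 0.01, the lower genes of these lists were 3 peroxidases and AT4G25090. All of these are among the genes that the study picked from these arrays. The paper's over-representation rests on genes past its own thresholds, so these overlaps do not repeat it. Within the peroxidase family the direction was mixed. Of 55 measured members, 9 fell, 4 rose and 42 did not pass, or 10 and 7 when adjusted over the list alone. AT5G51890, named by the fixed rule, rose by 0.49 on the log2 scale (adjusted p = 0.00331 from limma). Of members named after their values were seen, AT4G36430 and AT3G49960 fell by 0.46 and 0.55 (adjusted p = 0.00655 and 0.00765 from limma), and AT2G39040 rose by 0.42 (adjusted p = 0.00619). As a set the family was not lower (camera, adjusted p = 0.411), and its median and mean log2 fold changes were 0.01 and 0.09, of the opposite sign to the test's direction. Both averages give uncalled members with very low signals the same weight as bright ones. Examples are AT5G47000 (4.9 in wild type, log2 fold change 1.53) and AT1G24110 (6.4 in wild type, log2 fold change -0.95). The averages therefore do not weigh against the called decreases of single members. With the dimmest 40% of probe sets left out, 35 members remained, of which 7 were higher and 9 lower. The direction was thus mixed among the brighter members too. The family's lower count was 4 without wild type replicate 2, 5 without spy-3 replicate 3 and 6 without wild type replicate 1, and its higher count was 2 without any 1 of these or without spy-3 replicate 1 or 2. Of 39 listed scavenging genes 5 were measured. None was called by limma, also when adjusted over the list alone or at an unadjusted p of 0.05 by limma or analysis of variance. The other 34, the catalase and dehydroascorbate reductases of Figure 1 among them, had no probe set annotated to them alone. The array may still measure them with probe sets that have several genes or no listed gene. The 5 genes therefore do not show that scavenging genes were unchanged. AT4G25090 was the only 1 of 3 measured oxidase homologs called, of 10 listed, over all probe sets and over the list alone. From the over-representation of redox homeostasis genes, the paper proposes that SPY may have a role in regulating the cellular redox status.

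**Figure D2:**
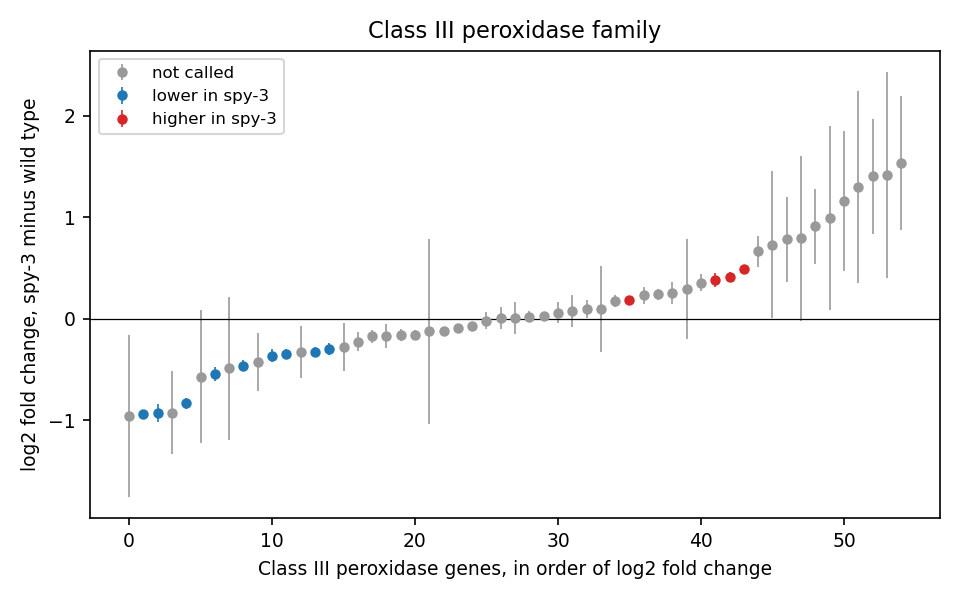
Each point is 1 of 55 class III peroxidase genes in order of its log2 fold change, spy-3 minus wild type, with bars for the standard error. The 9 lower genes are blue, the 4 higher genes red and the 42 genes that did not pass grey.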

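Of 11 redox genes that the study selected from these arrays, 5 have a probe set of their own among the named ones, and all 5 were lower in spy-3 past a fold change of 1.5 and an adjusted p of 0.01, also 5 when adjusted over the list alone. Because of that selection, their direction is not independent evidence. The root hair markers, of which 3 of 5 measured were called lower, moved with them (median log2 fold change -0.44). The peroxidase AT5G64120 had a signal of 3585 ± 75.5 (SD, n = 3) in wild type and 1868 ± 88.9 (SD, n = 3) in spy-3, a log2 fold change of -0.94 (standard error 0.05, adjusted p = 0.000524 from limma). The peroxidases AT1G34510 and AT4G33420 were 1.78-fold and 1.90-fold lower (adjusted p = 0.00086 and 0.00291 from limma). The copper amine oxidase AT1G31710 was 2.03-fold lower (adjusted p = 0.000496 from limma), and its other probe set gave a log2 fold change of -0.74 (adjusted p = 0.00225). The reactive-oxygen-burst homolog AT4G25090 fell from 215.7 ± 11.2 (SD, n = 3) to 112.1 ± 4.8 (SD, n = 3) (adjusted p = 0.00123 from limma). The catalase, the dehydroascorbate reductases and the other peroxidases of the list are not analysed here, because no probe set was annotated to them alone.

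**Figure D3:**
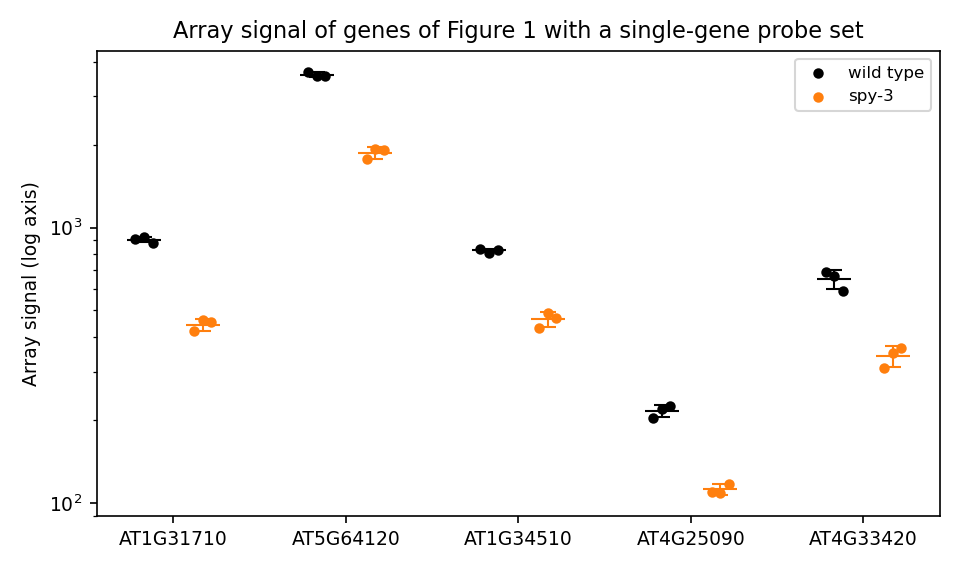
The array signal on a logarithmic axis for 5 genes, with 1 point per array, black for wild type and orange for spy-3, and the mean with SD (n = 3). For each gene the 3 spy-3 values lie below the 3 wild-type values, as the selection of these genes from the same arrays favors.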

Of the 106 genes down-regulated in the *spy*-3 mutant, for example, more than 10% are associated with redox homeostasis, including six peroxidases, two dehydroascorbate reductases, one catalase, one oxidase, and one reactive-oxygen-burst-homology gene (*ROBHD*) (Supplemental Table 1). Peroxidases are a diverse group of enzymes, because some catalyze the formation of hydrogen peroxide, others consume hydrogen peroxide in lignin biosynthesis (Lee et al., 2013). In addition, *LBD41* (Licausi et al., 2011) and AT3G16770, a member of the plant-specific *ERF/AP2* transcription factor family, are known to be involved in oxidative stress response (Ogawa et al., 2005) (Supplemental Table 1). Among the up-regulated genes, At1g28480, a glutaredoxin-family protein, and At4g34410, also known as *REDOX RESPONSIVE TRANSCRIPTION FACTOR 1* (*RRTF1*), are apparently involved in oxidative stress response (Khandelwal et al., 2008). Moreover, the only over-represented GO category in the up-regulated genes is associated with response to jasmonic acid (1.2e-4), which has been shown to antagonize ROS in lignin biosynthesis (Denness et al., 2011) and thus could also play a role in redox homeostasis.

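The glutaredoxin gene At1g28480 (GRX480) rose in spy-3 from a signal of 98.5 ± 12.7 (SD, n = 3) to 278.5 ± 17.1 (SD, n = 3), a log2 fold change of 1.51 (standard error 0.11, adjusted p = 0.00121 from limma). It was the only 1 of 17 measured CC-type glutaredoxins to be called, and the log2 fold changes of ROXY1 and ROXY2 were 0.22 and 0.13 (adjusted p = 0.70 and 0.852). Among 5 measured marker genes of oxidative stress, GRX480 and AT1G19020 rose, none fell and 3 did not pass, against 3 higher and 1 lower when adjusted over the list alone. AT1G19020 rose by a log2 fold change of 0.57 (adjusted p = 0.00121 from limma). NDB2, an alternative NADH dehydrogenase of mitochondria, and GSTU25, a glutathione transferase, had log2 fold changes of 0.22 and -0.31 (adjusted p = 0.0603 and 0.0649 from limma). The marker list as a set did not pass (camera, adjusted p = 0.0757). RRTF1 is not analysed here, because no probe set was annotated to it alone.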

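Of 37 genes of jasmonate synthesis and response, 5 were measured and none passed an adjusted p of 0.05 in limma, also when adjusted over the list alone. At an unadjusted p of 0.05, 1 was higher in limma and none by the analysis of variance. OPCL1, an enzyme of jasmonate synthesis, had the highest signals of these, 267.5 ± 28.8 (SD, n = 3) in wild type and 336.1 ± 38.8 (SD, n = 3) in spy-3 (log2 fold change 0.33, adjusted p = 0.162 from limma). The defensin gene PDF1.2 and the thionin gene THI2.1, both induced by jasmonate, had adjusted p of 0.894 and 0.963 and signals in wild type of 16.7 ± 7.1 (SD, n = 3) and 6.5 ± 2.5 (SD, n = 3). The other 32 listed genes are not analysed here, because no probe set was annotated to them alone. ORA47, a regulator of jasmonate synthesis outside this list, was higher in spy-3, at 416.6 ± 21.5 (SD, n = 3) against 205.7 ± 22.2 (SD, n = 3) in wild type (adjusted p = 0.00218 from limma).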

To determine whether SPY has a role in redox homeostasis, we examined the transcript level of the 11 oxidative-stress-related genes in Col and *spy-3* root by quantitative RT–PCR. As shown in Figure 1, all but two had reduced transcript levels in the *spy* mutant. We next compared the level of H_2_O_2_ because this ROS species is much more stable than others and can be more reliably quantified with a commercial kit (see ‘Methods’ section). Using this quantitative assay, we showed that *spy-3* root had an elevated level of H_2_O_2_ (Figure 2A). Although the increase seems small, it is significant and agrees with a recent study using a different assay for H_2_O_2_ (Achard et al., 2008). To determine whether this is specific to the *spy-3* allele, we performed the H_2_O_2_ assay with *spy-8*, which is in the L*er* background. As shown in Figure 2A, the *spy-8* mutant root had a higher level of H_2_O_2_ as well. These results demonstrate an important role for SPY in redox homeostasis.

**Figure 1:**
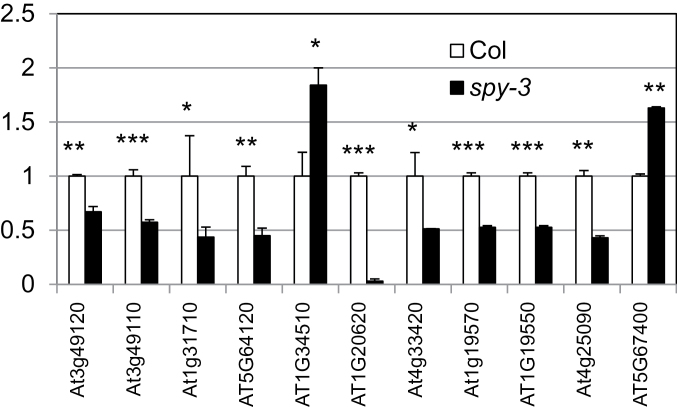
Quantitative RT–PCR Assay, Showing Altered Transcript Levels of Genes Involved in Redox Homeostasis in *spy-3* Root. At3g49120 (PERX33), At3g49110 (PERX34), At5g64120, At1g34510, At4g33420, and At5g67400 (PERX73) are peroxidases; At1g31710 is a copper amine oxidase; At1g20620 (CAT3) is a catalase; At1g19570 and At1g19550 are dehydroascorbate reductases; At4g25090 is a reactive oxygen-burst homolog. These genes were selected because microarray data showed that their expression level was altered by the *spy* mutation. The asterisks indicate the significance of the change by *t*-test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
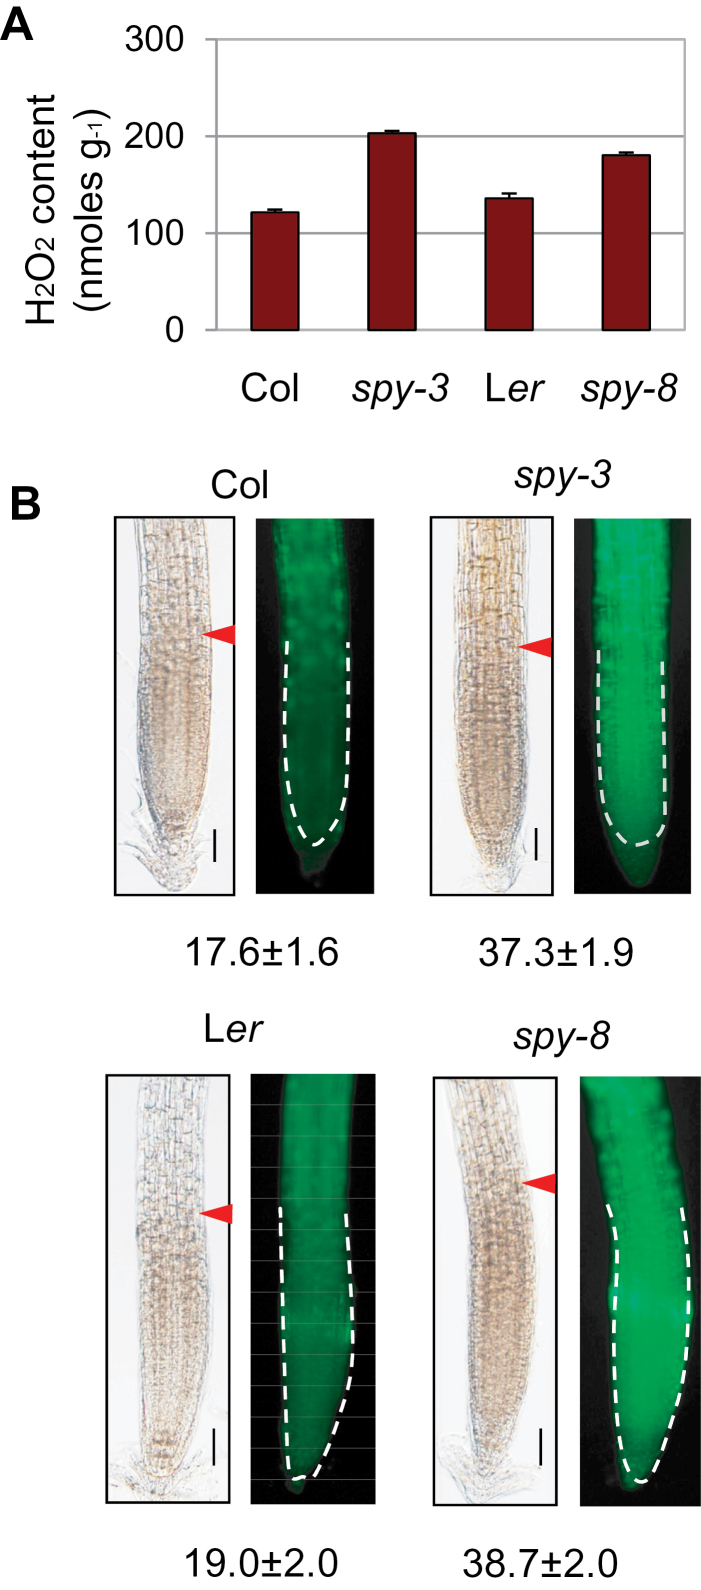
Hydrogen Peroxide Assays Showing Elevated ROS Level in the *spy* Mutants. **(A)** Quantitative assay of H_2_O_2_ in the roots of 1-week-old seedlings grown in MS medium. The error bars represent standard deviation from triplicate measurements. The differences are highly significant (*p* < 0.001 or 0.01 for the Col versus *spy-3* and L*er* versus *spy-8* comparisons, respectively; *t*-test). **(B, C)** Detection of H_2_O_2_ with dichloroflurescin diacetate. The numbers below different genotypes are the fluorescence intensity in the meristem zone (mean ± standard deviation, *N* = 15), as marked by arrowhead (left) and also outlined by broken line (right). Bars = 50 μm.

Because middle cortex occurs in the meristem and elongation zone, we next compared H_2_O_2_ level in the root tips of *spy* mutants and wild-type seedlings using dichlorofluorescin diacetate, which is non-fluorescent dye but becomes fluorescent inside the cells after oxidization. As shown in Figure 2B, both *spy-3* and *spy-8* have a significantly higher level of fluorescence, indicating elevated levels of H_2_O_2_ (*p*-values are 3.25e-14 for the *spy-3* versus Col comparison and 2.43e-10 for the *spy-8* vs L*er* comparison. *t*-test, *N* = 15).

### SPY Represses Cortex Proliferation by Maintaining Cellular Redox Homeostasis

The elevated level of ROS in the *spy* mutant raises the possibility that cortex proliferation might be a developmental response to oxidative stress. To test this hypothesis, we treated wild-type roots with hydrogen peroxide and examined the radial pattern by confocal microscopy. Five-day-old seedlings grown on MS medium were used for the experiment, because, at this stage, middle cortex has not formed (Cui and Benfey, 2009b). We did not observe cortex proliferation when H_2_O_2_ concentration was below 0.2mM or above 5mM, but all roots treated with 1–2mM H_2_O_2_ have produced at least one middle-cortex cell within 24h of H_2_O_2_ treatment (Figure 3B), whereas seedlings treated with water showed no sign of middle-cortex proliferation (Figure 3A).

**Figure 3:**
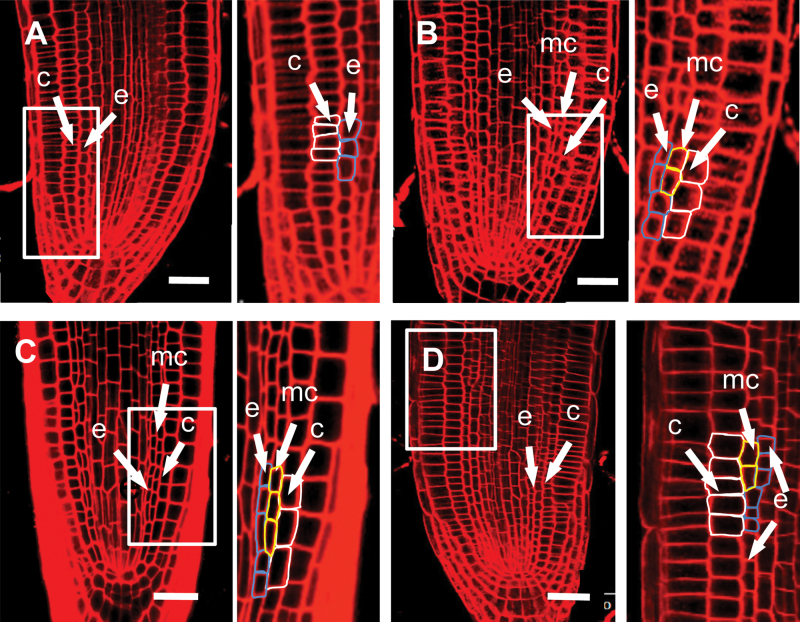
Middle-Cortex Formation Is Regulated by Cellular Redox Status. Confocal-microscopy images of wild-type (Col) **(A, B)** and *spy-3* roots **(C, D)**, 24h after transfer into water (A, C), 1mM H_2_O_2_ (B), or 1mM glutathione (D). The framed areas are shown on the right at a higher magnification. mc, middle cortex; c, cortex; e, endodermis. Bars = 20 μm.

The results described above lend strong support to the notion that the premature middle-cortex phenotype in the *spy* mutant is due to its elevated level of ROS. To test this further, we treated *spy-3* seedlings with 1mM glutathione, which is a biologically active antioxidant. Before or after treatment with water, roots of 5-day-old *spy-3* seedlings had continuous files of middle-cortex cells (Figure 3C) but, after 24h of glutathione treatment, most roots had no or very few middle-cortex cells in the root tip (Figure 3D). Glutathione had no effect on the middle cortex that had already formed before the treatment, which was visible in the upper part of the root (Figure 3D). These results suggest that cortex proliferation is regulated by cellular redox status and that SPY suppresses cortex proliferation by maintaining redox homeostasis.

### The Receptor Kinase ERECTA Is Required for Redox Sensing in Redox-Mediated Cortex Proliferation

Because other *spy* alleles are in the L*er* background, we also treated L*er* seedlings with H_2_O_2_. Surprisingly, we observed no middle-cortex cells in the L*er* background even after prolonged treatment (48h) (Figure 4A and 4B). Because L*er* has a mutation in the receptor kinase ERECTA (Torii et al., 1996), this result suggests that ERECTA is required for ROS signaling that leads to cortex proliferation. However, the L*er* ecotype has other mutations, which could affect ROS signaling. We therefore examined the effect of H_2_O_2_ treatment on cortex proliferation in *er-105*, a well-characterized *ERECTA* null mutant in the Col background (Yokoyama et al., 1998; Shpak et al., 2004). Again, no middle-cortex formation was induced by H_2_O_2_ (Figure 4C and 4D). Based on these observations, we conclude that ERECTA plays a pivotal role in redox-mediated cortex proliferation.

**Figure 4:**
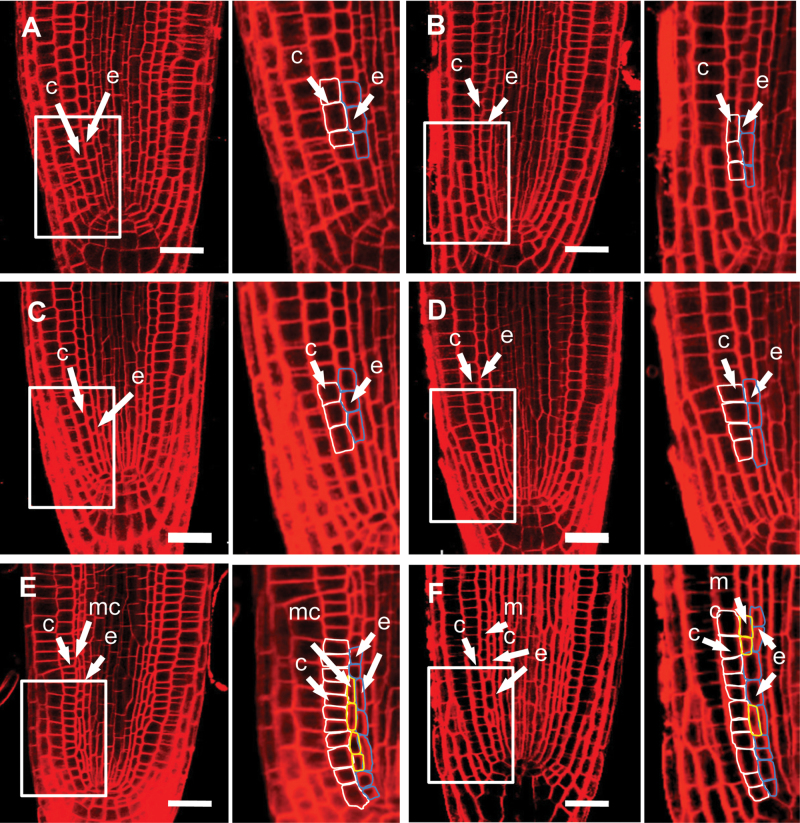
The Receptor Kinase ERECTA Is Required for Redox-Mediated Cortex Proliferation. Confocal microscopy images of wild-type (L*er*, **(A, B)**), *er-105* **(C, D)**, and *spy-8* roots **(E, F)**, 24h after transfer into water (A, C, E), 1mM H_2_O_2_ (B, D), or 1mM glutathione (F). c, cortex; mc, middle cortex; e, endodermis. Bars = 20 μm.

### ERECTA Acts Non-Cell Autonomously in the Signaling Cascade Leading to Redox-Mediated Cortex Proliferation

A similar role for ERECTA in cortex proliferation in the inflorescence stem was recently reported, although the signal that induces cortex proliferation has yet to be identified (Uchida et al., 2012). In the stem, ERECTA is expressed in the vascular tissue and the epidermis (Uchida et al., 2012). However, ERECTA protein expressed in the phloem is sufficient to rescue the cortex proliferation defect in the *er* mutant, suggesting that cortex proliferation is induced by a signal coming from the vascular tissue (Uchida et al., 2012). To determine how ERECTA regulates ROS signaling in cortex proliferation, we first determined its expression pattern in the root by examination of GUS staining in transgenic plants that contain the *ERECTApro:GUS* transgene. As shown in Figure 5A, ERECTA was expressed in the vascular tissue, but not in the endodermis from which the middle cortex was derived. This result suggests intercellular communication is involved in redox-mediated cortex proliferation.

**Figure 5:**
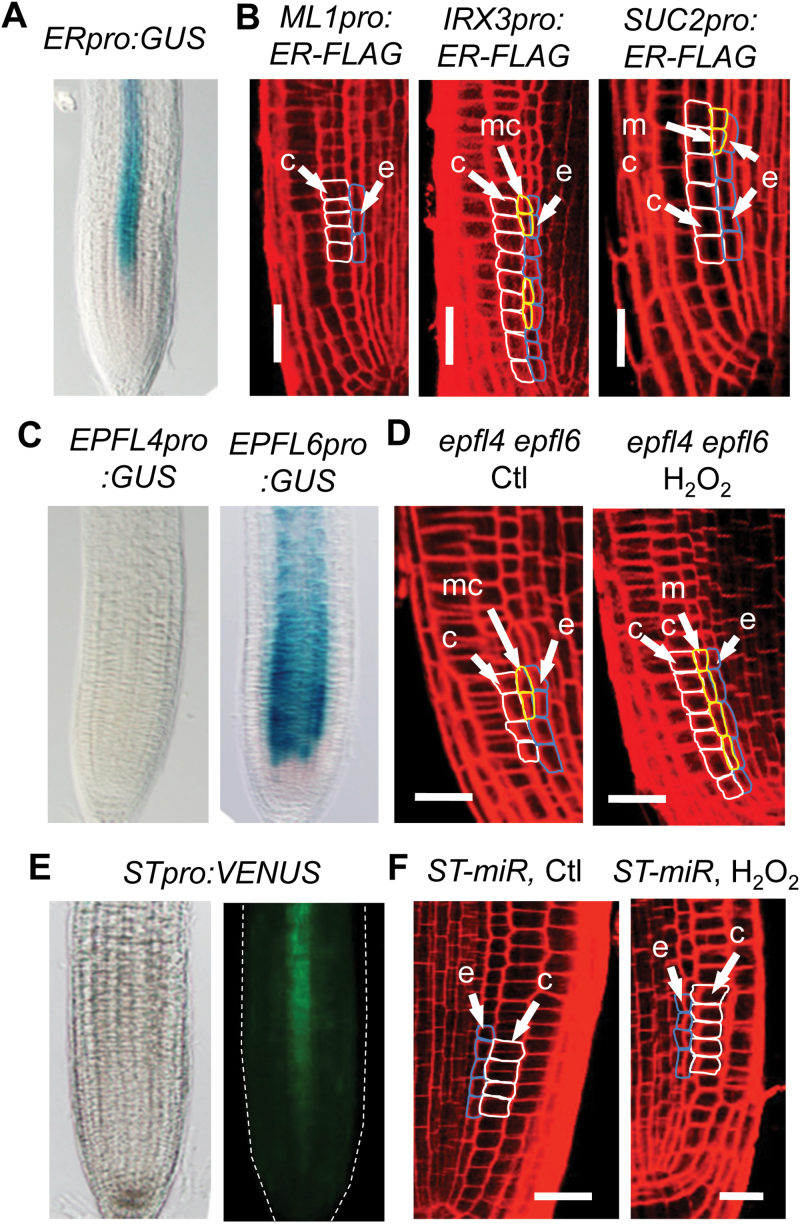
ERECTA and STOMAGEN Regulate Redox-Mediated Cortex Proliferation through Intercellular Signaling. **(A, C, E)** Expression pattern of ERECTA (A), EPFL4 ((C), left), EPFL6 ((C), right), and STOMAGEN ((E), bright field in left and fluorescence in the right), as shown by promoter–reporter transgenes. The reporter gene is GUS in (A) and (C), and VENUS in (E). **(B)** Root radial pattern in *er-105* mutant expressing ERECTA (ER) in the epidermis ((B), left), the xylem ((B), middle), or the phloem ((B), right) using the promoter of *ML1*, *IRX3*, or *SUC2*, respectively, after 24h of treatment with H_2_O_2_. **(D, F)** Root radial pattern in the *epfl4 epfl6* double mutant (D) or transgenic plants that contain an artificial miRNA targeting *STOMAGEN* (*ST-miR*) (F), after 24h of treatment with water (control) or H_2_O_2_. c, cortex; mc, middle cortex; e, endodermis. Bars = 20 μm.

We next asked whether the phloem is also the cell type in which ERECTA regulates redox-mediated cortex proliferation in the root. To this end, we examined cortex response to H_2_O_2_ in transgenic plants that express a functional FLAG-tagged ERECTA fusion protein (ER-FLAG) in the *er-105* mutant background under the *SUC2*, *IRX3*, and *ML1* promoters. As in the shoot (Uchida et al., 2012), the promoters of *SUC2*, *IRX3*, and *ML1* used for the ERECTA expression in the root conferred specific expression in the phloem, xylem, and epidermis, respectively (Supplemental Figure 4). Unlike in the stem, however, H_2_O_2_ induced cortex proliferation in transgenic plants that express *ERECTA* in both the phloem and xylem (Figure 5B), and xylem-expressed *ERECTA* seemed to make the plants more responsive to H_2_O_2_ than that in the phloem, as indicated by a longer stretch of middle-cortex cells (Figure 5B). Based on these results, we think that *ERECTA* in the xylem plays a major role in redox-mediated cortex proliferation.

### STOMAGEN Is Likely the Ligand for ERECTA in Redox-Mediated Cortex Proliferation

In the inflorescence stem, cortex proliferation depends on not only ERECTA, but also its peptide ligands, EPFL4 and EPFL6 (Uchida et al., 2012). Because EPFL4 and EPFL6 are specifically expressed in the endodermis (Uchida et al., 2012), they are likely to be also the ligands for ERECTA in redox-mediated cortex proliferation in the root. To test this possibility, we first examined their expression pattern in the root by analyzing transgenic plants that carry the GUS reporter gene under the control of the *EPFL4* and *EPFL6* promoters. Although *EPFL6* was clearly expressed in the endodermis, *EPFL4* did not show any expression in the root (Figure 5C). Nevertheless, we cannot exclude the possibility that *EPFL4* is expressed at a low level in the root but plays a critical role in redox-mediated cortex proliferation. To determine the roles of EPFL4 and EPFL6 in root cortex proliferation, we therefore examined cortex response to H_2_O_2_ in the *epfl4 epfl6* double mutant. Surprisingly, the *epfl4 epfl6* double mutant showed normal response to H_2_O_2_ (Figure 5D). Under normal growth conditions, it even produced the middle cortex earlier than the wild-type.

*EPFL4* and *EPFL4* belong to a small family of genes encoding small peptides named Epidermal Patterning Factors (EPFLs) (Hara et al., 2009). One of the EPFLs, *STOMAGEN/EPFL9*, is expressed in the mesophyll cells and positively regulates stomata development in the epidermis (Kondo et al., 2010; Sugano et al., 2010). To determine whether this peptide plays a role in redox-mediated cortex proliferation, we first examined its expression pattern in the root by analyzing the *STOMAGEN:VENUS* reporter. Interestingly, *STOMAGEN* appeared to have a similar expression pattern to ERECTA—they are both expressed in the vascular tissue as early as the meristem zone (Figure 5E). We therefore next analyzed the cortex phenotype in plants that carry an artificial miRNA targeting the *STOMAGEN* gene (*ST-miR*), which has been shown previously to be able to efficiently reduce *STOMAGEN* expression (Sugano et al., 2010). Strikingly, cortex proliferation was not observed in the transgenic plants after treatment with 1mM H_2_O_2_ (Figure 5F), indicating that, like ERECTA, STOMAGEN is required for ROS-induced cortex cell proliferation.

### SPY Acts Downstream of ERECTA in Redox-Mediated Cortex Proliferation

Despite the requirement for ERECTA in redox-mediated cortex proliferation, middle cortex still occurs prematurely in *spy-8*, which is in the L*er* background (Cui and Benfey, 2009b) (Figure 4E). This is not specific to the *spy-8* allele, as other *spy* alleles in the L*er* background, such as *spy-12*, *spy-13*, *spy-15*, and *spy-17*, all had produced a middle cortex within a week after germination (Supplemental Figure 5). To determine whether the suppressive role of glutathione on cortex proliferation also depends on *ERECTA*, we treated *spy-8* roots with glutathione. However, no rescue of the middle-cortex phenotype was observed (Figure 4E and 4F). This result lends support to the notion that *ERECTA* is required for redox-mediated cortex proliferation. This result also suggests that *SPY* is epistatic to *ERECTA*.

ROS could induce middle-cortex formation in the Col background if *SPY* transcription were repressed, or if the *SPY* transcript were destabilized, or if the SPY protein were degraded or inactivated. An alternative form of *SPY* has been reported (Figure 6A), which lacks exons 4–8 and is most likely to be defunct, because mutations in several *spy* alleles fall in this region (Silverstone et al., 2007). It is therefore possible that H_2_O_2_ causes alternative splicing of the *SPY* transcript and accumulation of this truncated form of *SPY* transcript. To investigate this possibility, we designed primers that can distinguish the two transcripts by RT–PCR (717bp and 221bp). Our result, however, showed that the short transcript was not induced by H_2_O_2_ (Figure 6B).

**Figure 6:**
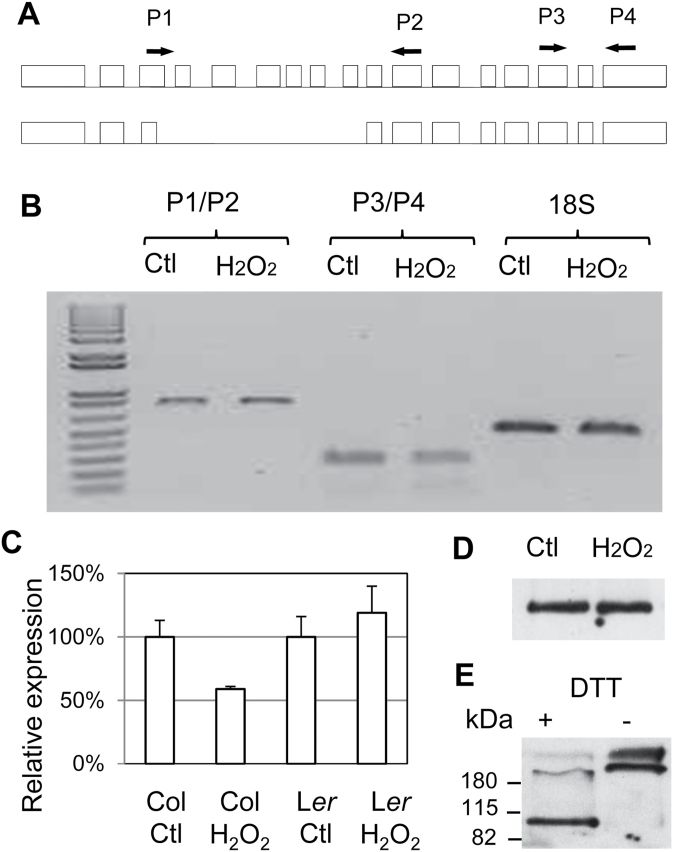
Effects on ROS on SPY Transcription, Alternative Splicing, and Protein Oxidization. **(A)** Diagram of alternative splicing of the SPY transcript, and the position of PCR primers for detection of the two isoforms. **(B)** RT–PCR assay of SPY transcript isoforms in the absence (Ctl) or presence of 1mM H_2_O_2_. The 18S rDNA was used as an internal control. The change is significant for Col (*p* < 0.05, *t*-test) but not for L*er*. **(C)** Relative *SPY* transcript level in Col and L*er* roots before and after treatment with water or 1mM H_2_O_2_ for 24h, as determined by real-time RT–PCR. The error bars represent standard deviations from triplicate measurements. **(D)** SPY–GFP protein level in roots after 24h of treatment with water and 1mM H_2_O_2_. Equal amounts of total protein extracts were loaded. **(E)** Western blot assay of the SPY–GFP protein in the presence (+) or absence of the reducing reagent dithiothreitol (DTT). The numbers on the left are the sizes of protein ladders.

We next asked whether SPY transcription is affected by ROS and whether ERECTA has a role in this regulation. To this end, we compared the *SPY* transcript level in Col and L*er* roots after 24h of treatment with water or 1mM H_2_O_2_. As shown in Figure 6C, *SPY* was slightly down-regulated in Col but remained unaltered in L*er*. However, the change in *SPY* transcript level in Col is small and may not cause dramatic change in *SPY* protein level. To address this, we examined the effect of H_2_O_2_ on SPY protein. We were unable to study the endogenous SPY protein because its concentration was too low to be detected by Western blot even after immunoprecipitation (Swain et al., 2001). Instead, we measured the SPY–GFP fusion protein expressed in the *spy-3* background under the *SPY* promoter (*SPYpro*:*SPY–GFP* in *spy-3*). As shown in (Figure 6D), the SPY–GFP protein level was similar after treatment by H_2_O_2_ or water. However, we noticed that the SPY–GFP protein was easily oxidized and oxidization induced oligomerization (Figure 6E). These results suggest that ROS promote cortex proliferation probably not by affecting SPY expression, but most likely by inactivating its enzymatic activity.

## DISCUSSION

Plants are sessile and therefore, to survive a precarious environment, they must be able to closely monitor and tightly maintain their cellular redox status, which can be disrupted by various stresses. Although ROS are known to act as signaling molecules, virtually nothing is known about the mechanism by which they are perceived and how this sensing mechanism is coordinated with the developmental program in plants. In this study, we showed that cortex proliferation in the *Arabidopsis* root is inducible by H_2_O_2_, which provides an example of positive developmental response to oxidative stress. We also showed that SPY has a role in maintaining cellular redox homeostasis and this role is mechanistically linked to its role in regulating cortex proliferation. Most importantly, we have uncovered a new redox signaling pathway that involves the receptor kinase ERECTA and its putative ligand STOMAGEN.

### SPY Suppresses Cortex Proliferation through Regulation of Cellular Redox Status

A role for SPY in redox homeostasis has been reported previously (Achard et al., 2008), but the underlying mechanism was not clear. In this study, we confirmed this finding using two independent assays for hydrogen peroxide. We further found that in the root ROS level is increased mainly in the apical meristem and the elongation zone, where the extra layer of cortex is formed. By transcriptomic analysis and RT–PCR assay, we showed that a significant number of genes that are involved in redox homeostasis are altered by the *spy* mutation, which provides a molecular basis for the role of SPY in cellular redox homeostasis.

Several pieces of evidence support the conclusion that SPY suppresses cortex proliferation by maintaining cellular redox homeostasis. First, H_2_O_2_ level was elevated in *spy*. Second, middle cortex is induced in the wild-type by exogenous H_2_O_2_. Third, *spy* mutant roots form a middle-cortex layer prematurely, and this layer is suppressed by glutathione, a reducing reagent. Because ROS are produced in the vascular tissue as an essential part of the xylem differentiation program (Jiang et al., 2012), it is likely that cortex proliferation under normal growth conditions is also a developmental response to oxidative stress.

In addition to *spy*, several other mutants have been shown to form middle cortex prematurely, such as *scr* and *lhp1* (Cui and Benfey, 2009b); the GA biosynthesis or signaling mutants *ga1*, *rga*, and *gid1* (Cui and Benfey, 2009b); and the ethylene signaling mutant *eto1* (Cui and Benfey, 2009a). There is evidence that GAI and RGA play a role in redox homeostasis (Achard et al., 2008); it is therefore likely that the cortex proliferation phenotypes in these mutants are caused by elevated levels of ROS as well, which warrants investigation.

### ERECTA and STOMAGEN Constitute a Novel ROS Signaling Pathway

Many components of the antioxidant system have been identified, but so far little is known about the early events of redox signaling (Potters et al., 2009). Our finding that ERETCA is required for redox-mediated cortex proliferation signifies the identification of a novel redox signaling pathway.

How is the redox signal perceived by ERECTA? The answer most likely lies in the findings that STOMAGEN, its putative ligand, is a cysteine-rich peptide. Structural studies have shown that the three-dimensional conformation of STOMAGEN can be modulated by its redox status (Kondo et al., 2010; Ohki et al., 2011). It is conceivable that, under oxidative stress, STOMAGEN is activated and the oxidized form in turn binds to ERECTA, thus initiating the signaling pathway.

Our finding that cortex proliferation occurs in the endodermis and that ERECTA and STOMAGEN are expressed in the vascular tissue suggests that intercellular signaling is involved in redox-mediated cortex proliferation. Although ERECTA is expressed in both the phloem and the xylem, the xylem-expressed protein seems to play a major role in redox signaling. ERECTA is also required for cortex proliferation in the inflorescence stem, but, unlike in the root, only the phloem-expressed protein was required for cortex proliferation (Uchida et al., 2012). In addition, the ligands for ERECTA signaling are also different. In the inflorescence stem, EPFL4 and EPFL6 are required for ERECTA in cortex proliferation (Uchida et al., 2012), whereas in the root STOMAGEN works together with ERECTA. These results suggest that either the signals that instruct cortex proliferation in the root and stem are distinct, or they are ROS but come from different sources. We are leaning towards the latter explanation because all EPFL peptides are cysteine-rich and therefore can sense ROS in a similar manner to that by STOMAGEN. Unlike EPFL4 and EPFL6, which are expressed in the endodermis, in roots STOMAGEN is expressed in the same tissue as ERECTA, the vascular tissue, suggesting that the as-yet unidentified intercellular signaling act non-cell autonomously to promote cortex cell divisions.

The question is, how does the STOMAGEN–ERECTA pair regulate cortex proliferation in the endodermis? Presently, we do not have an answer to this, but one possible mechanism is the activation of membrane-bound receptors that are specifically expressed in the endodermis and act downstream of the STOMAGEN–ERETCA signaling pathway. Another possibility is through the regulation of ROBHF. ROBHF is a NADPH oxidase that is expressed in the vascular tissue and is responsible for the production of ROS as an integral component of the xylem differentiation program (Jiang et al., 2012). When STOMAGEN is oxidized, activated ERECTA could enhance ROS production by increasing the enzymatic activity or the expression level of ROBHF. ROS then diffuse into the endodermis, causing inactivation of the SPY protein by oxidization and oligomerization. Interestingly, ROBHF gene expression is inducible by high salt and oxidative stress (Jiang et al., 2012), so the same mechanism could explain cortex proliferation under stress. More work is needed to identify the components in this ROS signaling pathway that effect cortex proliferation in the root.

ERECTA was first identified as a regulator of inflorescence growth (Redei, 1965; Torii et al. 1996). Subsequently, it was found to be involved in many other biological processes (van Zanten et al., 2009), including shoot growth and branching (Douglas et al., 2002), heat-stress response (Qi et al., 2004), disease resistance (Godiard et al., 2003), and stomatal patterning (Shpak et al., 2005). In the leaves, STOMAGEN is expressed in the mesophyll cells, whereas guard cells that form the stomata are produced in the epidermis (Kondo et al., 2010; Sugano et al., 2010). Other members of the EPF family of small peptides have been shown to directly bind to and act as ligands for ERECTA (Lee et al., 2012; Uchida et al., 2012). It is possible that ERECTA-mediated ROS signaling is the common mechanism underlying these biological processes.

### Interplay between SPY and the ERECTA–STOMAGEN Signaling Pathway in Redox-Mediated Cortex Proliferation

Although the ERECTA–STOMAGEN pair is required for redox signaling leading to cortex proliferation, mutation in *SPY* still causes cortex proliferation in the *erecta* mutant background, indicating that SPY acts downstream of the ERECTA–STOMAGEN signaling pathway. As shown in our *in vitro* experiment, the SPY protein is susceptible to oxidization. We therefore propose that at least one mechanism by which ROS induce cortex proliferation is through inactivation of the enzymatic activity of SPY. However, this is unlikely to be the only mechanism, as H_2_O_2_ treatment does not affect the radial patterning in the *erecta* mutant. One explanation is that the SPY protein is not as easily oxidized *in planta* as *in vitro*, and SPY is still active at the concentration of H_2_O_2_ used in the experiment. In view of our recent finding that epigenetic mechanisms are involved in cortex proliferation (Cui and Benfey, 2009b), it is more likely that the O-GlcNAc modification or other epigenetic marks that remain on target proteins are sufficient to block cell cycle progression. The inhibitory effect of O-GlcNAc modification on cell cycle regulators can also explain the requirement for the ERECTA–STOMAGEN signaling pathway, because protein phosphorylation as a result of the signal transduction act antagonistically with O-GlaNac in gene regulation (Wang et al., 2010).

The interplay between SPY and the ERECTA–STOMAGEN signaling pathway is complex. As depicted in Figure 7, under normal growth conditions, SPY suppresses premature cortex proliferation by maintaining a relatively more reductive redox status, but under oxidative stress the SPY protein is inactivated by oxidization. ROS, particularly H_2_O_2_, also activate the ERECTA signaling pathway through oxidization of STOMAGEN, leading to induction of cortex proliferation. Because middle cortex is formed in the *spy* mutants in the L*er* background, SPY must act downstream of ERECTA. The interaction between SPY and ERETCA must be indirect, as ERECTA and STOMAGEN are expressed in distinct cell types. To elucidate the mechanism underpinning redox-mediated cortex proliferation, we need to first identify the factors that lie downstream of the ERECTA signaling pathway as well as the cell cycle genes that are involved in cortex cell proliferation, regulated by SPY and respond to oxidative stress, which will be pursued in future research.

**Figure 7:**
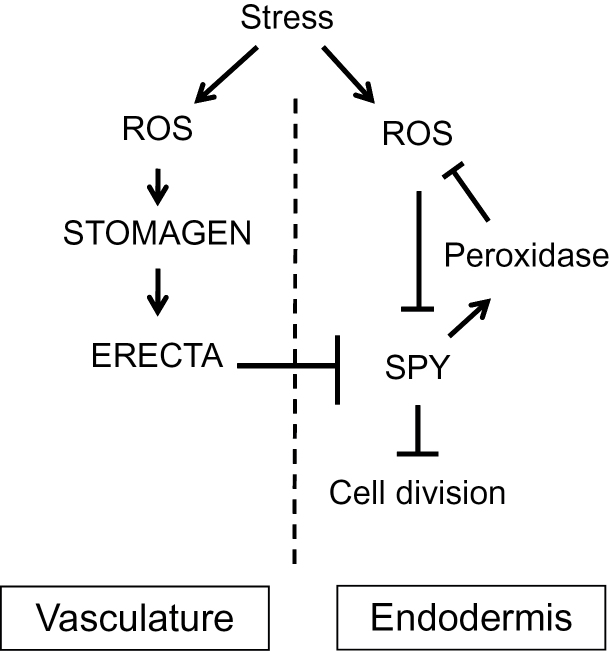
Schematic of the Interplay between SPY and the STOMAGEN–ERECTA Signaling Pathway in ROS Sensing and Redox-Mediated Cortex Proliferation in the *Arabidopsis* Root. Under stress, plants accumulate ROS, which oxidize and activate STOMAGEN. STOMAGEN in turn activates ERECTA, which exerts its effect on mitosis in the endodermis through intercellular signaling. ROS also oxidizes and inactivates SPY, which normally represses middle-cortex formation by maintaining the expression of peroxidases and thus cellular redox. SPY acts downstream of ERECTA, but how SPY is affected by the ERECTA signaling pathway remains unknown.

### Cortex Proliferation Is Likely a Protective Mechanism against Oxidative Stress

In some plants, such as rice and maize, an air channel is formed within the cortex by localized cell death and dissolution of some cortex cells (He et al., 1994). This air channel, called aerenchyma, permits gas exchange between the root and the shoot and therefore ensures plant survival. Because ROS accumulates under hypoxia, aerenchyma formation is regarded as an adaptive response to oxidative stress (He et al., 1994). Our observation that middle cortex is induced by H_2_O_2_ suggests that cortex proliferation may be another protective developmental response to stresses. By increasing the number of cortex layers, plants would be able to restrict the entry of harmful elements such as salts and therefore maintain a healthy redox status in inner cells, which could in turn increase tolerance of salt and drought in the shoot. Future studies are needed to determine whether this is the case.

## METHODS

### Plant Materials and Treatments

The *spy* mutant alleles used in this study were described previously (Jacobsen and Olszewski, 1993; Silverstone et al., 2007). The *STpro:VENUS* and *ST-miRNA* transgenic lines were provided by Dr. Hara-Nishimura (Sugano et al., 2010). The following materials are generated in the Torii lab: *ERpro:GUS*, *ML1pro:GUS*, *IRX3:GUS*, *SUC2pro:GUS*, *ML1pro:ER-FLAG*, *IRX3pro:ER-FLAG* and *SUC2pro:ER-FLAG*, *EPFL4pro:GUS* and *EPFL6:GUS* (Uchida et al., 2012).

Unless specified, seedlings were grown in sterile conditions. For this purpose, seeds were surface-sterilized with 10% bleach plus 0.1% Tween 20, thoroughly washed with sterile water, and sown on MS medium in a square Petri dish (100mm × 100mm). For RNA preparation, the seeds were sown on a nylon mesh (400 mesh size) that was placed on MS medium. The plates were placed vertically in a Percival growth chamber under a 16-h light/8-h dark regime.

### Microarray Experiment and Analysis

Roots of 1-week-old wild-type and *spy-3* seedlings were collected and ground in liquid nitrogen. RNA isolation was performed with the Plant RNeasy Kit (Qiagen), and 2 μg of total RNA was used for cDNA synthesis with the Reverse Transcriptase III Kit (Invitrogen, USA). The cDNA was amplified and labeled with the kit from Affymetrix, which was followed by hybridization to the Affymetrix ATH1 whole-genome microarray by Expression Analysis Co. (Research Triangle Park, North Carolina, USA). For each sample, three biological replicates were done. The ANNOVA method for data analysis was used to identify genes differentially expressed between the wild-type and *spy* mutant according to Levesque et al. (2006).

### Hydrogen Peroxide Assays

Quantitative assay was performed using the Amplex® Red Hydrogen Peroxide assay kit (Cat. No. A22188, Invitrogen) according to the vendor’s instructions. For sample preparation, roots of 1-week-old seedlings grown on MS medium or leaves of 1-month-old plants grown in soil were first ground in liquid nitrogen. Three volumes of H_2_O were then added and the tissues were thoroughly mixed by vigorous vortexing. After centrifugation at 12 000rpm for 20min at 4ºC, the supernatants were assayed for H_2_O_2_. To prevent H_2_O_2_ degradation, all samples were analyzed immediately.

For the fluorescence-based assay, roots were incubated for 15min in 20 μM of dichlorofluorescin diacetate (D6883-50, Sigma, USA) in phosphate saline buffer (pH 7.3), rinsed twice in phosphate saline buffer, and examined at excitation 488nm and emission 535nm (GFP filter suits this purpose). Fluorescence intensity was quantified using the ImageJ program.

### Microscopy and Other Methods

GUS staining was performed according to the *Arabidopsis* lab manual (Weigel and Glazebrook, 2002). Bright field and GFP fluorescence imaging was performed with an Olympus BX61 compound microscope. For confocal microscopy, seedling roots were stained with FM-64, and images were taken with a Zeiss LSM510 confocal microscope.

To amplify the two isoforms of SPY transcript by RT–PCR, the following primers were used, which should yield a product of 717 or 221bp for the full-length or truncated transcript, respectively: RT_SPY_FW2, ACAATGCCTTGAGCTGCTACGA (in the third exon) and RT_SPY_RV2, TCATGGCAAGCAATCGGTTCTG (in the tenth exon).

Total RNA was extracted from 100mg tissues with the Plant RNeasy mini Kit (Qiagen) and 1 μg RNA was converted into cDNA with the SuperScript® III First-Strand Synthesis System (Invitrogen, USA). For quantitative RT–PCR, we used the ABI 7500 real-time PCR system and the PerfeCTa® qPCR FastMix® II kit (Quanta, USA). PCR cycling includes 30’’ denature at 94ºC, 30’’ annealing at 53ºC, and 30’’ extension at 65ºC.

To detect the SPY protein, the SPY–GFP fusion protein expressed under the SPY promoter in transgenic plants was first pulled down using a GFP antibody (Ab290, Abcam, UK). After heat denaturation in 2x sample buffer with or without DTT, the immunoprecipitates were resolved in 8% SDS–PAGE gel, transferred onto nitrocellulose membrane (Hybond-N+, GE, USA), and blotted using the same GFP antibody.

## SUPPLEMENTARY DATA

Supplementary Data are available at *Molecular Plant Online.*

## FUNDING

Funding for this work was from a set-up fund from the Florida State University (to H.C.). K.U.T. is an HHMI-GBMF investigator.

## Supplementary Material

Supplementary Data

# Supplementary material for: SPINDLY, ERECTA, and Its Ligand STOMAGEN Have a Role in Redox-Mediated Cortex Proliferation in the Arabidopsis Root
**Source:** Mol Plant. 2014 Sep 29;7(12):1727–39. doi: 10.1093/mp/ssu106
**Supplement:** Supplementary Data

SPINDLY, ERECTA and its ligand STOMAGEN have a role in Redox-mediated Cortex Proliferation in the Arabidopsis Root — SPINDLY, ERECTA and its ligand STOMAGEN have a role in Redox-mediated Cortex Proliferation in the Arabidopsis Root — SPINDLY, ERECTA, and Its Ligand STOMAGEN Have a Role in Redox-Mediated Cortex Proliferation in the Arabidopsis Root — SPINDLY, ERECTA, and Its Ligand STOMAGEN Have a Role in Redox-Mediated Cortex Proliferation in the Arabidopsis Root — Supplementary Data 

# SPINDLY, ERECTA, and Its Ligand STOMAGEN Have a Role in Redox-Mediated Cortex Proliferation in the *Arabidopsis* Root

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

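Whole-root RNA of wild-type (Col) and spy-3 seedlings of 7 d was measured on 6 Affymetrix ATH1 arrays, 3 for each genotype. The methods describe the replicates as biological and do not state whether they were separate harvests, so p-values measure the spread between these arrays. The deposited values are intensity signals on a linear scale that the authors made with MAS5, the tool named in the submitters' processing notes. Its version and settings are not given in the sources used here, and no detection calls were used. The authors had scaled the arrays to 1 mean, so that the values hold no separate information on array brightness. The number of arrays limits the precision.

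Signals under 1 were set to 1 and converted to log2. No further normalization, offset or filter was applied. The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), and p-values were adjusted by the Benjamini-Hochberg method over all 22746 probe sets. A probe set was counted at the paper's thresholds with a fold change of 1.5 and an adjusted p of 0.01, and a gene is said to have risen or fallen at an adjusted p of 0.05. Tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

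Probe sets were named through a table of the platform's annotation and a table of RefSeq genes of TAIR10.1, used for names only. Of 13513 probe sets with 1 gene, 13436 matched a locus tag, giving 13286 loci. Many genes named by the paper have no probe set of their own in that table and are not analysed here. A gene is called measured where a probe set was annotated to it alone. The array may hold probe sets for other genes that the annotation does not name. For a gene with several probe sets the brightest was used.

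Before the data were examined, 33 gene lists were written. They include the genes of Figure 1 and the other genes the paper names, and the rest came from textbook knowledge. The study picked the Figure 1 genes from these arrays, and that list entered the same p-value adjustment as the other lists. The redox and jasmonate lists stand in for categories that the paper reports from these arrays. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Lists were compared with called genes by a two-sided Fisher's exact test against all 13355 genes with a probe set of their own. Another 12 gene families were taken from gene names after the files were opened and before the genotypes were compared, except that the cytochrome P450 family was narrowed afterwards because its name pattern had included a cyclophilin. A wider low-oxygen list and a low-energy list were written after the results had been seen.

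The genes named are every gene the paper names with a probe set of its own, the 12 largest changes in each direction with an adjusted p under 0.05, no overlap between genotypes and a mean log2 signal above the median of 6.42, and up to 4 genes of lowest adjusted p in each list. Further genes of the redox lists, the low-oxygen and low-energy genes and other members given beyond these 4 were chosen after their values were seen.

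The alternatives were quantile normalization, median centring, an offset of 16 or 64, leaving out the dimmest 40% of probe sets, limma without the trend or with robust variances, a one-way analysis of variance for each probe set, the replicate number as a block, other thresholds, and leaving out each array in turn. The paper cites an earlier study for its analysis of variance, and only the form for single probe sets was run.

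The test was tried on simulated arrays with the means of the real ones and variances drawn from the trend and prior that limma fitted to them. All 200 changed probe sets had a mean signal above the median. The shares below therefore take the trend model as true, cannot test it, and do not apply to dim genes. The real comparison called 1312 probe sets at an adjusted p of 0.05. Because the adjustment depends on how many probe sets change, the shares need not hold for the real data. Of 50 probe sets changed by 0.6 on the log2 scale, 60% were called at an adjusted p of 0.05 and 20% at the paper's thresholds. For a change of 1 these shares were 82% and 78%, and for 1.5 they were 98% and 96%. Of 171 calls by limma at an adjusted p of 0.05, 12 were false. By the analysis of variance, 26%, 68% and 86% of the changes of 0.6, 1 and 1.5 were called at an adjusted p of 0.05.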

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

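The tests on dim probe sets, on the balance of lower and higher probe sets and on other splits of the arrays were chosen after the result was seen. The low-oxygen list, with 6 of 23 genes measured, and the root hair list, with 5 of 38, were fixed before, and the wider low-oxygen list was written after. The low-oxygen list also holds LBD41 and AT3G16770, which the paper names among the genes altered in spy-3. Both are not analysed here, because no probe set was annotated to them alone.

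The low-oxygen genes, which the paper does not report on as a group, had a median log2 fold change of -0.79 in spy-3, and the set test did not pass with an estimated correlation (adjusted p = 0.0713). After quantile normalization the median was -0.819, which shows only that brightness differences left between the arrays do not account for the pattern. The scaled arrays already had nearly equal means and medians, and quantile normalization also assumes equal signal distributions. It therefore cannot decide whether the authors' scaling contributed. The mean log2 values of the 6 genes differed between genotypes by -0.959. This is 9.086 times the standard error of 0.106 that the spread between arrays of 1 genotype gives, so that spread was small against the difference. The list was flagged on these same values, so the test is not independent. With the dimmest 40% of probe sets left out, 3 of the 6 genes remained and 1 was called lower. Noise of dim probe sets is therefore not excluded. An earlier test on another set, members of the wider low-oxygen list above the median signal, which include genes already seen, decided nothing (median -0.142, mean -0.459, standard error 0.292). The difference of -0.959 in the 6 genes was 5.825 times the largest SD within a genotype, past the bound of 4 set beforehand to exclude harvests that differed in oxygen. That bound assumed a separate harvest for each replicate, which the methods do not state. It was set aside for this reason after the value was seen. Conditions shared by the arrays of 1 genotype therefore cannot be told apart from the mutation, and either may account for the lower low-oxygen genes.

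More probe sets were lower than higher at the paper's thresholds, 64.8% of 281. The share was 64.5% after quantile normalization and 65.6% after median centring. Neither step could change it much, because the scaled arrays already had nearly equal means and medians, so they cannot decide whether the scaling contributed. Without the dimmest 40% of probe sets the share was 61.3%, too close to the bound set for this test, given its counting error, to exclude noise of dim probe sets. At the paper's thresholds the alternatives gave shares from 58.3% (without wild type replicate 2) to 79.3% (replicate block). At an adjusted p of 0.05 without a fold threshold the share was 54.3%, and by analysis of variance at an unadjusted p it was 49.0%, so that slightly more were higher. The mutation stays open as an explanation and was not tested against others.

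The root hair genes, which the paper does not report on as a group, had a median log2 fold change of -0.437, with 3 of 5 measured genes lower (camera, adjusted p = 6.93e-05, but 0.0797 with an estimated correlation), and 2 of 5 lower without wild type replicate 1, 2 or 3 or spy-3 replicate 2. Outside the genes the paper discusses, AT1G33055 had a log2 fold change of -3.15 and AT2G37870 one of 1.70.

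The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split, 1 of the 10, called 281 probe sets at the paper's thresholds and 1312 at an adjusted p of 0.05, and the highest count of any other split was 0 for both.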

How the results depend on the processing

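Leaving out the genes of Figure 1 and adjusting over the 3 overlap tests were chosen after the result was seen. The number of probe sets called depended strongly on the processing, and none of the named genes changed direction while called. At the paper's thresholds 182 were lower and 99 higher. These were 18 and 9 without the trend, 16 and 7 by the analysis of variance (336 and 259 at an unadjusted p), 311 and 215 at an adjusted p of 0.05 with the fold of 1.5, and 67 and 28 at a fold of 2. The higher count was 170 without the dimmest 40% and 160 with robust variances, where more calls were lower too. Leaving out 1 array gave 28 to 97 lower and 17 to 43 higher. At an adjusted p of 0.05, 712 lower and 600 higher became 374 and 268 without the trend, 371 and 287 by analysis of variance (1902 and 1976 at an unadjusted p) and, without 1 array, 312 to 496 and 203 to 377. Apart from fewer arrays in these last counts, the cause was not tested.

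Replicates with the same number deviated no more alike (correlations 0.176, -0.147 and 0.182) than others (-0.341 to 0.253), and were not treated as pairs. With the replicate block the counts were 23 lower and 6 higher at the paper's thresholds, and 391 and 265 at an adjusted p of 0.05.

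The overlap of redox lists with lower genes passed under every alternative run; without the genes of Figure 1 it did not pass in limma without the trend, by analysis of variance, or without wild type replicate 1 or 2 or spy-3 replicate 3. That with higher genes had an odds ratio of 2.82 to 4.79 without 1 array, and did not pass without spy-3 replicate 1 (2.82) or 2 (3.68). Adjusted over 3 overlaps, its Fisher's exact p was 0.0587, but it passed with median centring, either offset, the dimmest 40% left out (0.00139), robust variances, analysis of variance (0.021) or without wild type replicate 2 or 3, and not otherwise. With an estimated correlation the adjusted p of camera was 0.0713 for the genes of Figure 1 and for the low-oxygen list and 0.0797 for the root hair list. Their estimates, in this order, were 0.459, -0.046 and 0.164, against the preset 0.01. By fry, which tests a list alone, the oxidative stress markers passed (adjusted p = 0.00131), and for changes in either direction so did these markers, the peroxidases, the CC-type glutaredoxins and the other genes the paper names (2.87e-05 each) and the scavenging genes (0.0213). Of 1965 pairs of a named gene and an alternative, 1802 kept their side of the threshold, 125 lost the call and 38 gained it. Signals near 1 limit what can be said of dim genes such as STOMAGEN.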

Differences from the paper's values

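At the thresholds that the paper states, a fold change of 1.5 and a false discovery rate of 0.01, the paper reports 106 lower and 26 higher genes, whereas 182 probe sets were lower and 99 were higher here. The paper counts genes and these values count probe sets; counted as genes, over the 59.4% of probe sets annotated to 1 gene only, 81 were lower and 53 were higher, of which the lower count is within 1.5 times the paper's but leaves out the other probe sets. Of the alternatives set before the data were examined, the lower count came within 1.5 times the paper's with an offset of 64 (133) and without spy-3 replicate 1 (97). The higher count did so without wild type replicate 1 (20), 2 (20) or 3 (37) and at a fold of 2 (28). No alternative brought both counts within that range. Quantile normalization, median centring, the offset of 16, the filter on dim probe sets, both other variance models, the analysis of variance at either level, the replicate block, the fold of 1.5 at an adjusted p of 0.05, and leaving out spy-3 replicate 2 or 3 left both outside it.

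For AT1G34510 the paper's RT-PCR shows a level in spy-3 of about 1.8 relative to wild type (Figure 1, read by eye), whereas the array signal was 0.561 of wild type, and this difference remained under every alternative run. The paper itself reports that all but 2 of the genes of Figure 1 were reduced by RT-PCR. The difference therefore lies between the study's RT-PCR and its arrays. The other 4 measured genes of Figure 1 were lower in both, which argues against genotypes exchanged on all arrays, and the cause for this 1 gene was not tested.

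The paper names response to jasmonic acid as over-represented among the higher genes. The jasmonate list did not pass as a set (camera, adjusted p = 0.835, or 0.851 with an estimated correlation). Only 5 of its 37 genes were measured here, too few to decide on the paper's category. None of them was called higher at an adjusted p of 0.05 under any alternative run, and 1 was higher at an unadjusted p of 0.05 in limma. The list is not the paper's category, and ORA47 was higher. All 3 peroxidases of Figure 1 that were measured here were lower at the paper's thresholds, as the paper states.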

Other observations

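The tests of a wider low-oxygen list, of a low-energy list and of a narrowed cytochrome P450 family were chosen after results had been seen. Of 10 measured xyloglucan endotransglucosylases 4 rose and none fell, with XTH19 rising from 1434 ± 36.5 (SD, n = 3) to 2255 ± 106.4 (SD, n = 3) and XTH18 by a log2 fold change of 0.54 (adjusted p = 0.00119 and 0.0013 from limma), but as a set they did not pass (camera, adjusted p = 0.137). Expansins went both ways, with EXPA15 rising by 0.79 on the log2 scale and EXPA7, an expansin of root hairs, having a log2 fold change of -0.44 (adjusted p = 0.000524 and 0.00274). The glucosinolate transporter gene GTR1 rose by 0.60 (adjusted p = 0.00142), and the glycosyltransferase genes UGT76B1 and UGT72E1 had log2 fold changes of -0.48 and -0.46 (adjusted p = 0.00586 and 0.00284). By fry, which tests a family alone, the xyloglucan endotransglucosylases (adjusted p = 0.00343), the WRKY factors (0.000176) and the RALF-like peptides (0.0144) did pass. For changes in either direction fry passed 10 of the 12 families (adjusted p from 5.88e-06 to 0.00169), all but the cytochromes P450 (0.373) and the genes named as defensins (0.289). Of the other families, 2 rose and 5 fell of 51 glycosyltransferases, 0 and 3 of 22 beta-glucosidases, 2 and 2 of 15 expansins, 1 and 0 of 11 tau glutathione transferases, 0 and 1 of 23 cytochromes P450, 2 and 1 of 16 SWEET transporters, 1 and 1 of 11 NRT1 transporters, 0 and 0 of 15 genes named as defensins or cysteine-rich peptides (among which the name pattern took in the peptide deformylases PDF1A and PDF1B), 1 and 0 of 11 RALF peptides, 2 and 0 of 7 WRKY factors and 2 and 0 of 8 calmodulin-like proteins. Most of these counts depended on single arrays, and only those of the WRKY factors and of the genes named as defensins were the same under every alternative run. Without any 1 array, no calmodulin-like protein rose, no cytochrome P450 fell and 3 xyloglucan endotransglucosylases rose. No beta-glucosidase fell without wild type replicate 1, 2 or 3 or spy-3 replicate 2 or 3, and 2 fell without spy-3 replicate 1. Of the glycosyltransferases 4 fell without wild type replicate 3 and 3 when any other array was left out, and 1 rose without wild type replicate 2 or spy-3 replicate 2 or 3. When 1 array was left out, no tau glutathione transferase rose unless it was wild type replicate 3, and no NRT1 transporter fell unless it was spy-3 replicate 1. Of the SWEET transporters 1 rose without wild type replicate 1 or 2 or spy-3 replicate 2 or 3, and none fell without wild type replicate 2 or spy-3 replicate 2 or 3. No RALF peptide rose without wild type replicate 1 or 2 or spy-3 replicate 2, and 1 expansin fell without wild type replicate 1, 2 or 3 or spy-3 replicate 2. None of the 12 families passed camera as a set, the lowest adjusted p being 0.137. Of 9 measured genes that the paper names outside Figure 1, 1 rose and none fell, or 2 and 1 when adjusted over the list alone.

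The cortex marker AT1G62500 had signals of 57.7 ± 1.7 (SD, n = 3) in wild type and 23.7 ± 9.5 (SD, n = 3) in spy-3 (log2 fold change -1.35, adjusted p = 0.0517 from limma), and AT1G09750 a log2 fold change of -0.19 (adjusted p = 0.10), and both were lower when adjusted over the list alone. STOMAGEN was near the lowest signals, at 3.1 ± 4.8 (SD, n = 3) in wild type and 2.7 ± 3.5 (SD, n = 3) in spy-3, so no level can be read for it. No gene was called in the lists of endodermis, auxin, drought, circadian clock, lignin, flavonoid, iron-deficiency, sulfur-deficiency, lateral root and cell cycle genes, which had 1 to 4 measured members each. Over each list alone, 1 auxin gene was higher and 1 iron-deficiency gene was lower; at an unadjusted p of 0.05 limma also called 1 auxin gene lower and analysis of variance 1 endodermis gene higher. No member of the brassinosteroid, ethylene, phosphate, nitrate, xylem, phloem, salicylate and heat shock lists had a probe set annotated to it alone. These lists were therefore not analysed.

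Both lists that follow were chosen after AT1G33055, AT3G10020, AT3G15450 and AT2G20670 had been seen among the lower genes. They were tested without the genes marked as already seen or near the top of the ranking. The predictions were written before these tests. Hypothesis: a wider set of low-oxygen genes is lower in spy-3. Of 17 such genes 13 had a negative log2 fold change, 2 were called lower and none higher, with a median of -0.304 (camera of limma, adjusted p = 0.00263 over both lists). WRKY22, whose value equals this median, was not marked as seen and stayed among the 17 (adjusted p = 0.174 from limma). It is among the genes named for the WRKY factors, so the 17 were not all unseen. Among the members left out as already seen, CML38 was called higher (log2 fold change 0.67, adjusted p = 0.0275 from limma), and of all 25 measured members 7 were lower and 1 was higher. For the 17 genes the p with an estimated correlation was 0.0567, and the 8 brighter of them had a median of -0.099, so the evidence beyond the genes first seen may be weak. Hypothesis: genes induced by low energy are lower in spy-3. Of 8 such genes 5 were called lower and none higher, with a median of -0.436 (camera of limma, p = 3.58e-06, adjusted p = 7.16e-06 over both lists, and p = 0.00867 with an estimated correlation). Named after their values were seen, AKINBETA1, a subunit of the SnRK1 kinase, and IVD, an enzyme of leucine breakdown, had log2 fold changes of -0.40 and -0.57 (adjusted p = 0.00496 and 0.00331 from limma). Whether sugar supply or the time of harvest differed between the genotypes is not stated, so an effect of growth conditions may account for either pattern and was not tested.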
